A study of Drosophila melanogaster with 69 samples. Its data were reported in "Inheritance of H3K9 methylation regulates genome architecture in Drosophila early embryos" (2024).

How the data were processed

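CUT&Tag was performed on Drosophila embryos with antibodies against H3K9me3, H3K9me2, HP1a and H3, with 1 pg of lambda phage DNA added to each sample as a spike-in. Per the study's methods, the authors trimmed the reads, aligned them in local mode with Bowtie2 to a hybrid of the dm6 and lambda genomes, removed duplicates, and called peaks with MACS2 in broad mode at a q of 0.05. That samples were pooled is taken from the names of the lists. The lists of H3K9me2, H3K9me3 and HP1a (20 lists) are of broad regions and those of H3 (2 lists) are of narrow peaks, by the type of the files. No control library and no spike-in scaling is stated for the peak calls, so the lists carry no information on absolute amounts, and spike-in scaled signals were not used here. In the broad lists the smallest −log10 q was between 1.00 and 1.08, lower than a q of 0.05 allows and near the looser threshold with which the caller links broad regions.

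The deposited lists give each peak's position, a display score, a fold enrichment ratio over the background within the list, and the −log10 of its p and q. The deposited score is 10 times the −log10 q as a whole number and was not used further. The deposited fold ratio and the deposited −log10 p and q are the authors' own values for a peak in the pooled library, and they served only to describe, rank or filter peaks within their list and to work out the list's background. Peak names are numbered, and 18533 numbers across the 22 lists belong to no peak in them. The lists therefore hold a part of the regions that were numbered, by a filter that is not stated. That part was smaller in the lists with few peaks. In triple mutant H3K9me3 before cycle 9, 126 of 162 numbers had no peak, against 1724 of 6196 in control H3K9me3 at cycle 14.

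Samples were grouped by antibody, genotype, stage and, where 1 condition was repeated, experiment, as given in the labels. The control lists of cycle 14 are those of the experiment that also holds the triple mutant, and the control list of stage 17 is that of the experiment with the triple mutant and the zygotic rescue. The maternal rescue was made in another experiment. The labels of 2 control samples of cycle 9-13 name lists of the triple mutant at cycle 14, those of 2 triple mutant samples before cycle 9 name the control lists of that stage, and the cycle 14 H3 list is named by control samples of 3 experiments and by triple mutant samples. The lists were used under the group that their own names and the remaining labels give.

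The reference was Release 6 of the genome with annotation release 115. Its arm lengths were compared with the lists: on 2L and 3L the last peak ends on the last base of the reference, and no peak lies beyond the end of any arm. Coordinates are given counted from 1. Peaks were assigned by their midpoint to chromosome 4, the pericentromere (2L from 22 Mb, 2R up to 6 Mb, 3L from 23 Mb, 3R up to 4.5 Mb and X from 22 Mb) or the chromosome arms. These borders are round values of this re-analysis, not those of the study. Repeat-masked bases are the lower-case bases of the reference. Transposable elements are those of the annotation release, while the study used the repeatMasker table of UCSC, so numbers of elements rest on different annotations. Start sites are those of the 13945 annotated protein-coding genes, extended by 250 bp on each side.

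Peaks were counted as overlapping when they shared at least 1 bp. Where an interval is given with a share, it is a 95% Wilson interval. It covers counting error over peaks only, since neighbouring peaks are not independent and peaks are not replicates. Where a random share is given, the same peaks were placed at random 200 times within their chromosome and compartment (seed 11). Ratios of covered length are given with the covered lengths and the mean fold over covered bases. No test between conditions was made, because each group has 1 pooled list.

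Lists contain no read totals. MACS2 computes the fold of a base as its pileup plus 1 over the local background plus 1, and its p from a Poisson distribution with that background. Both equations were solved for the pileup and the background of every peak. In the H3 lists, which give the values of a single summit base, the solved pileup was a whole number for all 2895 and all 4140 peaks, so the equations hold for these files. The background level of a list is the 5th percentile of the solved backgrounds. On simulated reads the level was recovered at 1.00 to 1.02 times its true value from a simulated level of 0.950 upwards. At a simulated level of 0.478 it came out 1.42 times too high and at 0.181 it came out 5.19 times too high, so levels below 1 are treated as upper limits.

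To ask what a deeper list would look like at the depth of another, the solved pileup and background of each of its peaks were scaled by the ratio of background levels. Fragments were drawn 10 times per peak, and a peak counted as called in a draw when bases reaching the lowest −log10 p of the other list spanned at least 1 fragment length. Peaks called in at least 5 of 10 draws are called expected and make up the thinned list, with the widths called at full depth. The expected number of peaks is the share of draws in which a peak was called, summed over peaks. Tested on simulated data with the same peaks at 2 depths, the number predicted was 1.01, 0.944, 0.914 and 0.761 times the number of the deeper list's peaks found again at depth ratios of 0.502, 0.250, 0.125 and 0.0736. It was 0.832, 0.720, 0.821 and 0.761 times the number of all peaks of the less deep list, which is the basis of the ratios given in the text. In these simulations the ratio was thus below 1 with nothing changed. The simulated lists were called at a set p in place of a q, so the size of this effect may differ in the data. The share of expected peaks found was 90.6%, 88.4%, 79.5% and 59.1%, against 92.5%, 87.8%, 70.8% and 60.9% given by the draws. The overlap functions were tested on simulated intervals against bedtools.

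Regions named in the text were fixed by rule. They are the 5 control H3K9me3 peaks before cycle 9 of highest fold, the 5 widest triple mutant H3K9me3 arm peaks of cycle 14, the 5 triple mutant HP1a arm peaks of highest fold that overlap neither a control HP1a nor a control cycle 14 H3K9me3 peak, and the 5 widest control arm peaks of stage 17 that recur in the second control experiment and overlap no control peak of cycle 14. The groups, the comparisons, this rule and all alternatives but 2 were fixed before the data were examined. The alternatives were a −log10 q of at least 3, peaks within 1 kb merged, peaks of at least 500 bp, an overlap of at least 50% of the peak, lists of equal size, peak number and covered length exchanged, borders moved by 1 Mb in either direction, chromosome 4 counted with the pericentromere, the second control experiment at stage 17, and annotated transposable elements as repeats. Thinning the deeper list and counting it by its expected number of peaks were added after seeing the data. Differences within 10 groups of peaks of like −log10 p were given intervals from 200 resamplings of the peaks. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1.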

Results

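The data are CUT&Tag profiles of Drosophila embryos. In CUT&Tag, a transposase tethered to an antibody cuts and tags the chromatin around the antibody's target, and the tagged fragments are sequenced. Of the 69 samples, 30 were made with an antibody against trimethylated histone H3 lysine 9 (H3K9me3), 21 with one against the dimethylated form (H3K9me2), 10 with one against the heterochromatin protein HP1a, and 8 with one against histone H3 itself as a loading control. Antibody, genotype, stage and experiment divide the samples into 34 groups. The stages are embryos before cycle 9, at cycle 9-13, at cycle 14 (when the zygotic genome is activated) and at stage 17 (late embryos). The triple mutant lacks the H3K9 methyltransferase Su(var)3-9 and is depleted of the other two, dSetDB1 and G9a, in the mother's germline. In the zygotic rescue, triple mutant females were crossed to males that carry a dSetDB1 transgene and are wild type for Su(var)3-9. These embryos thus express dSetDB1 from their own genome and also carry a paternal copy of Su(var)3-9. In the maternal rescue dSetDB1 is restored in the mother.

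The values below come from 22 groups with 45 samples, each of which has 1 list of peaks called by the authors, on pooled samples by the names of the lists. Of these groups, 20 hold 2 samples, the triple mutant H3K9me2 group at cycle 9-13 holds 1, and the cycle 14 H3 group holds 4. The 2 samples of the stage 17 H3 group are both labelled replicate 1, so they may be 1 replicate. The 24 samples of the other groups (single mutants, further control experiments and H3 in the triple mutant) were not used here. Because every group has 1 pooled list, no value below has a replicate error and no test between conditions was made. The only measure of spread between experiments is the pair of control H3K9me3 lists at stage 17, called here the control and the second control experiment. Intervals in brackets are 95% Wilson intervals over peaks and cover counting error only. For a few samples the labels name the list of another group, so the exact samples behind the cycle 9-13, control and triple mutant before cycle 9, triple mutant cycle 14 and cycle 14 H3 lists are not settled.

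The lists held from 36 peaks (H3K9me3, triple mutant, before cycle 9) to 9904 peaks (H3K9me2, control, stage 17), and 75377 peaks in all. They lie on the arms 2L, 2R, 3L, 3R and X and on chromosome 4 of Release 6 (dm6). Total read numbers are not part of the lists. The depth of each list was therefore taken from the fold and −log10 p of its own peaks, which together give the background level, in fragments per base, that the peak caller used. It ran from 0.681 to 15.8. In 5 lists it was below 1, where it is only an upper limit: control H3K9me3 before cycle 9 (0.753), triple mutant H3K9me3 before cycle 9 (0.733), at cycle 9-13 (0.777) and at cycle 14 (0.758), and triple mutant H3K9me2 before cycle 9 (0.681). The control lists of cycle 14 had background levels of 8.89 for H3K9me3 and 15.8 for H3K9me2, and those of cycle 9-13 had 1.33 and 5.96. The 5 lists with a level below 1 held at most 467 peaks, and the lists with a level of 4.32 or more held at least 2895. Numbers of peaks and covered lengths are therefore given together with the depth.

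**Figure D1:**
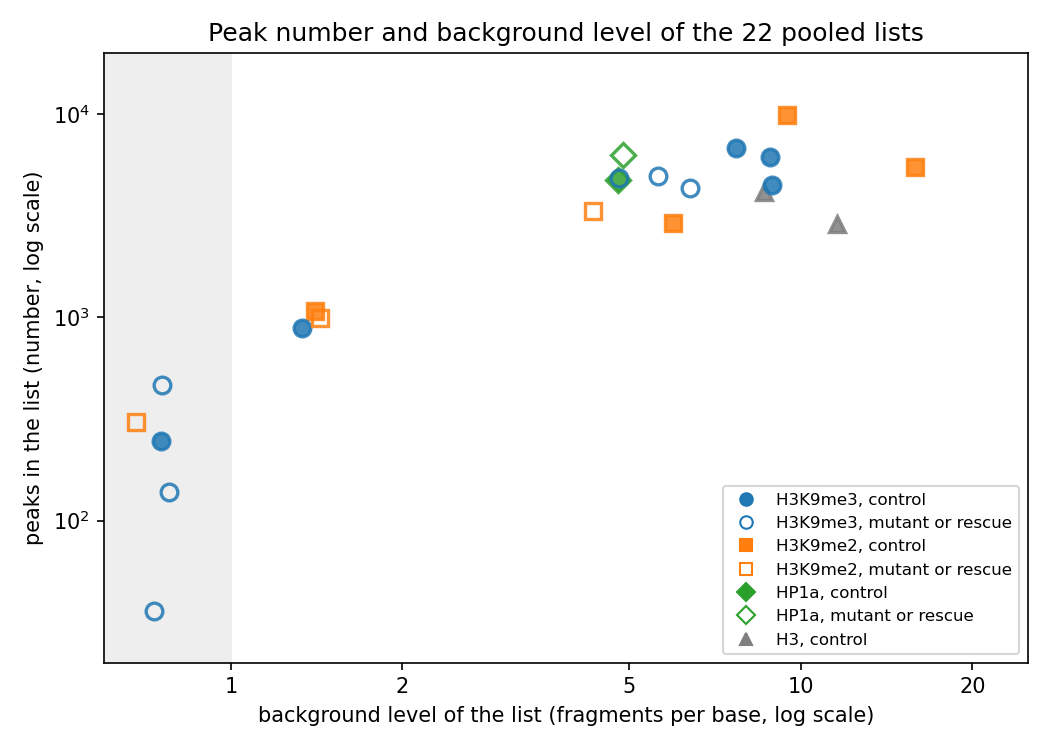
Number of peaks in each of the 22 pooled lists (vertical axis, log scale) against the background level of the list in fragments per base (horizontal axis, log scale), with filled symbols for control and open symbols for triple mutant or rescue embryos, and a shaded range below 1 in which the level is only an upper limit. The 5 lists in the shaded range hold between 36 and 467 peaks.

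How the marks develop towards genome activation was the question of the control lists. H3K9me3 peaks numbered 245 before cycle 9, 886 at cycle 9-13 and 4472 at cycle 14. They covered 0.144 Mb, 0.648 Mb and 4.83 Mb, with a mean fold over covered bases of 3.92, 3.22 and 2.04. The peak number was thus 3.62 times higher at cycle 9-13 and 18.3 times higher at cycle 14 than before cycle 9. The unstated filter on numbered regions took unequal parts of these lists. Before cycle 9, 452 of 697 numbers had no peak, at cycle 9-13 630 of 1516 and at cycle 14 1724 of 6196. The ratios of peak numbers therefore depend on that filter. H3K9me2 peaks numbered 1073, 2913 and 5466 at the same stages, ratios of 2.71 and 5.09, and covered 0.749 Mb, 2.36 Mb and 5.29 Mb, with a mean fold of 3.12, 2.35 and 1.85. The alternative that moved these ratios most was chosen after seeing the data. It keeps only those peaks of the deeper list that would be called again at the background level of the other list. With it, the H3K9me3 ratios became 1.79 at cycle 9-13 and 1.13 at cycle 14, and the H3K9me2 ratios fell below 1, to 0.780 and 0.384. Kept peaks fall short of the number left at low depth, so these values bound nothing. With the deeper list counted instead by its expected number of peaks, also chosen after seeing the data, the ratios were 1.80 and 1.79 for H3K9me3 and 0.868 and 0.618 for H3K9me2. The same count gave 0.742 between the control experiments of stage 17, which are of 1 condition, and 0.720 to 0.832 between lists simulated from the same peaks, so a value below 1 does not show that the number failed to rise. For H3K9me3 the level of the early list is an upper limit besides.

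Before cycle 9, 66.9% (60.8 to 72.5) of the control H3K9me3 peaks lay in the pericentromere, taken as 13.9% of the length of the 6 arms. The share was 58.6% (55.3 to 61.8) at cycle 9-13, 66.0% (64.6 to 67.4) at cycle 14 and 49.5% (48.3 to 50.8) at stage 17. In the second control experiment of stage 17 it was 40.6% (39.4 to 41.8), so experiments of 1 condition differed beyond the counting error. Repeat-masked sequence made up 80.5% of the bases under the peaks before cycle 9, 62.9% at cycle 9-13, 41.6% at cycle 14 and 32.6% at stage 17, against 20.1% of the arms as a whole. It made up 29.0% in the second control experiment. With annotated transposable elements in place of the masked bases, the shares were 38.4%, 47.4%, 43.6% and 31.5%, without the steady fall up to cycle 14 that the masked bases show. For H3K9me2, 54.3% (51.3 to 57.3) of the peaks before cycle 9 and 55.9% (54.6 to 57.2) of those at cycle 14 lay in the pericentromere. Of the 245 early H3K9me3 peaks, 228 (93.1%, 89.2 to 95.6) overlapped a peak of cycle 14, against 17.3% of peaks placed at random in the same compartment (9.39% to 23.3% over 200 placements). When the cycle 14 list was reduced to its strongest 245 peaks, the share was 40.4%.

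Among the 5809 annotated transposable elements, 108 carried a control H3K9me3 peak before cycle 9. A further 296 had their earliest peak at cycle 9-13, and 1064 more at cycle 14. The background levels of these 3 lists rose with the stage (at most 0.753, then 1.33 and 8.89). The order of earliest peaks may therefore reflect depth. All 108 of the early elements also had a peak at cycle 14. The families with the most copies marked before cycle 9, picked after their values were seen, were F (31 of 86 copies), Rt1b (14 of 60) and R1A1 (8 of 31). At cycle 14 the marked copies of these families numbered 65, 42 and 20.

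The 5 control peaks of highest fold before cycle 9 all lay in the pericentromere. They were at 2R 748573 to 749118 (fold 13.2, between genes), 2R 870039 to 870697 (fold 12.8, between genes), 3R 3169823 to 3170535 (fold 12.5, over a coding exon of Pzl), X 22432814 to 22433395 (fold 12.1, between genes, with a rover element) and 3L 24311405 to 24312061 (fold 11.2, between genes). All 5 overlapped a control H3K9me3 peak and an H3 peak of cycle 14, and the 3L peak was the only one without a triple mutant H3K9me3 peak at cycle 14.

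The triple mutant lists address what length of the genome is covered by called peaks of the marks, not the amount of the marks. In this mutant Su(var)3-9 is absent, while dSetDB1 and G9a are depleted in the mother's germline. At stage 17 the embryo's own dSetDB1 and G9a may therefore be present, which the lists do not test. Before cycle 9 the mutant's H3K9me3 peaks covered 0.0182 Mb against 0.144 Mb in the control, a ratio of 0.127, with a mean fold of 6.60 against 3.92. At cycle 9-13 they covered 0.0897 Mb against 0.648 Mb, a ratio of 0.139, with a mean fold of 4.35 against 3.22. At cycle 14 they covered 0.266 Mb against 4.83 Mb, a ratio of 0.0550, with a mean fold of 3.71 against 2.04. At stage 17 they covered 4.42 Mb against 6.34 Mb, a ratio of 0.697, with a mean fold of 2.37 against 2.09. For H3K9me2 the ratio was 0.274 before cycle 9 (0.205 Mb against 0.749 Mb, mean fold 3.54 against 3.12). It was 0.284 at cycle 9-13 (0.671 Mb against 2.36 Mb, mean fold 3.08 against 2.35) and 0.480 at cycle 14 (2.54 Mb against 5.29 Mb, mean fold 2.45 against 1.85). The background levels behind these ratios differ: the control's was at least 11.7 times the mutant's for H3K9me3 at cycle 14, 1.84 times at stage 17, and 4.15 and 3.67 times for H3K9me2 at cycle 9-13 and cycle 14. With the deeper list thinned as above, the ratio for H3K9me3 at cycle 14 was 0.361 in place of 0.0550, those for H3K9me3 at cycle 9-13 and stage 17 were 0.204 and 0.794, and those for H3K9me2 were 0.524, 0.562 and 0.741 at the 3 stages. These are not values at equal depth, because the kept peaks retain the widths called at full depth and at low depth are fewer than the number expected.

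**Figure D2:**
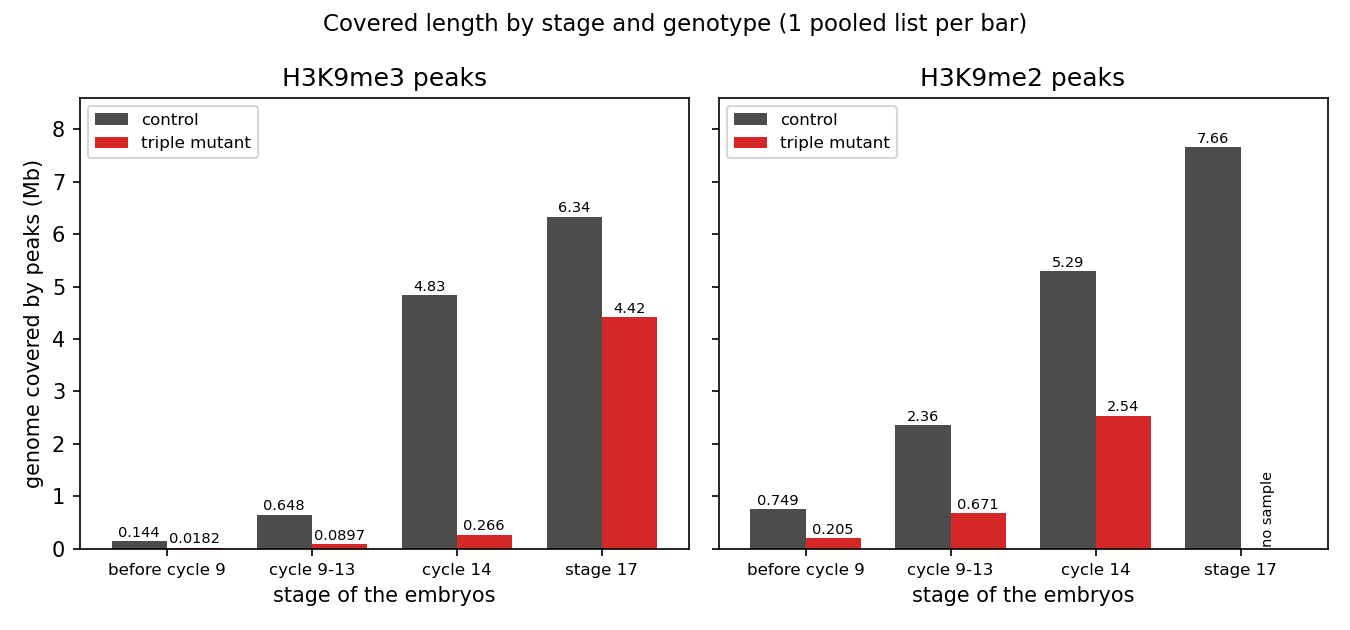
Length of the genome covered by H3K9me3 peaks (left) and H3K9me2 peaks (right) in Mb, by stage, with 1 bar per pooled list for the control and the triple mutant (no sample of H3K9me2 in the mutant at stage 17). The H3K9me3 bars differ most at cycle 14, with 4.83 Mb and 0.266 Mb, where the depths of the lists also differ most.

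At cycle 14, 398 of the 4472 control H3K9me3 peaks (8.90%, 8.10 to 9.77) overlapped a triple mutant H3K9me3 peak, against 1.49% at random placement. In the other direction, 419 of the 467 mutant peaks (89.7%, 86.6 to 92.2) overlapped a control H3K9me3 peak (random 14.7%), and 423 (90.6%, 87.6 to 92.9) overlapped a mutant H3K9me2 peak (random 7.04%). The 5 widest mutant H3K9me3 peaks on the chromosome arms began with 2L 261 to 4876, at the end of the chromosome and wholly repeat-masked, with a fold of 2.05. The others were at 2R 25258435 to 25261080 (fold 3.56, with an invader4 element), X 21888915 to 21891009 (fold 2.94), 3R 20513266 to 20515319 (fold 3.77, with an opus element) and X 21818779 to 21820753 (fold 3.42). All 5 lay between genes and overlapped triple mutant H3K9me3 peaks of stage 17. The 2R region alone had no control H3K9me3 peak at cycle 14.

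The H3 lists hold narrow peaks (median width 187 bp at cycle 14, against 822 bp for control H3K9me3) and serve for comparison only. Of the 2895 H3 peaks of cycle 14, 48.8% (47.0 to 50.6) overlapped a control H3K9me3 peak, against 8.53% at random placement, and of the 4140 H3 peaks of stage 17, 36.4% (35.0 to 37.9) did (random 8.62%). An H3 peak lay under 23.5% (22.3 to 24.8) of the control H3K9me3 peaks of cycle 14 and under 43.9% (39.5 to 48.4) of those of the triple mutant. H3K9me2 and H3K9me3 shared most regions: 78.5% (77.3 to 79.7) of the control H3K9me3 peaks of cycle 14 overlapped an H3K9me2 peak (random 21.8%).

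Whether HP1a binding depends on H3K9 methylation was addressed with the HP1a lists of cycle 14, whose background levels were alike (4.77 in the control and 4.88 in the triple mutant). In the pericentromere, HP1a peaks covered 1.54 Mb in the control and 1.19 Mb in the mutant, a ratio of 0.774, with a mean fold of 2.23 and 2.4. On the chromosome arms they covered 1.90 Mb in the control and 2.99 Mb in the mutant, a ratio of 1.57, with a mean fold of 2.6 and 2.63. The numbers of peaks were 2216 and 1880 in the pericentromere and 2385 and 4249 on the arms. Neither ratio crossed 1 under any alternative run. Of the control H3K9me3 peaks, 58.9% (57.4 to 60.3) overlapped a control HP1a peak and 49.6% (48.1 to 51.0) a mutant HP1a peak, against 14.4% and 13.0% at random placement. Among those in the pericentromere the shares were 54.3% (52.5 to 56.1) and 42.7% (40.9 to 44.5), and on the arms 68.1% (65.7 to 70.5) and 63.3% (60.7 to 65.7). The spread between HP1a experiments is unknown, since each genotype has 1 list here.

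Of the 6285 triple mutant HP1a peaks, 2709 (43.1%, 41.9 to 44.3) overlapped no control HP1a peak. On the chromosome arms 2170 of 4249 (51.1%) did not, and in the pericentromere 481 of 1880 (25.6%) did not. In the other direction, 368 of the 2385 control arm peaks (15.4%, 14.0 to 16.9) overlapped no mutant HP1a peak. In the pericentromere 850 of the 2216 control peaks (38.4%) did not. The share without a counterpart was thus higher in the mutant on the arms and higher in the control in the pericentromere. Among the arm peaks with a −log10 q of at least 3, 350 of 1336 in the mutant (26.2%, 23.9 to 28.6) and 33 of 840 in the control (3.93%, 2.81 to 5.47) had no peak in the other list. The arm peaks without a control HP1a peak overlapped the transcription start site of a protein-coding gene (within 250 bp) in 34.6% (32.6 to 36.6) of cases, 3.27 times the 10.6% of random placements. The arm peaks shared with the control did so in 18.5% (16.9 to 20.2) of cases. Of the control HP1a arm peaks, 15.3% (13.9 to 16.8) overlapped a start site. Those without a control H3K9me3 peak did so in 25.3% (23.1 to 27.7) and those with one in 2.82% (1.99 to 4.0) of cases. Counted by gene, 476 of the 13591 arm start sites (3.50%) carried a control HP1a peak and 1479 (10.9%) a mutant HP1a peak.

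**Figure D3:**
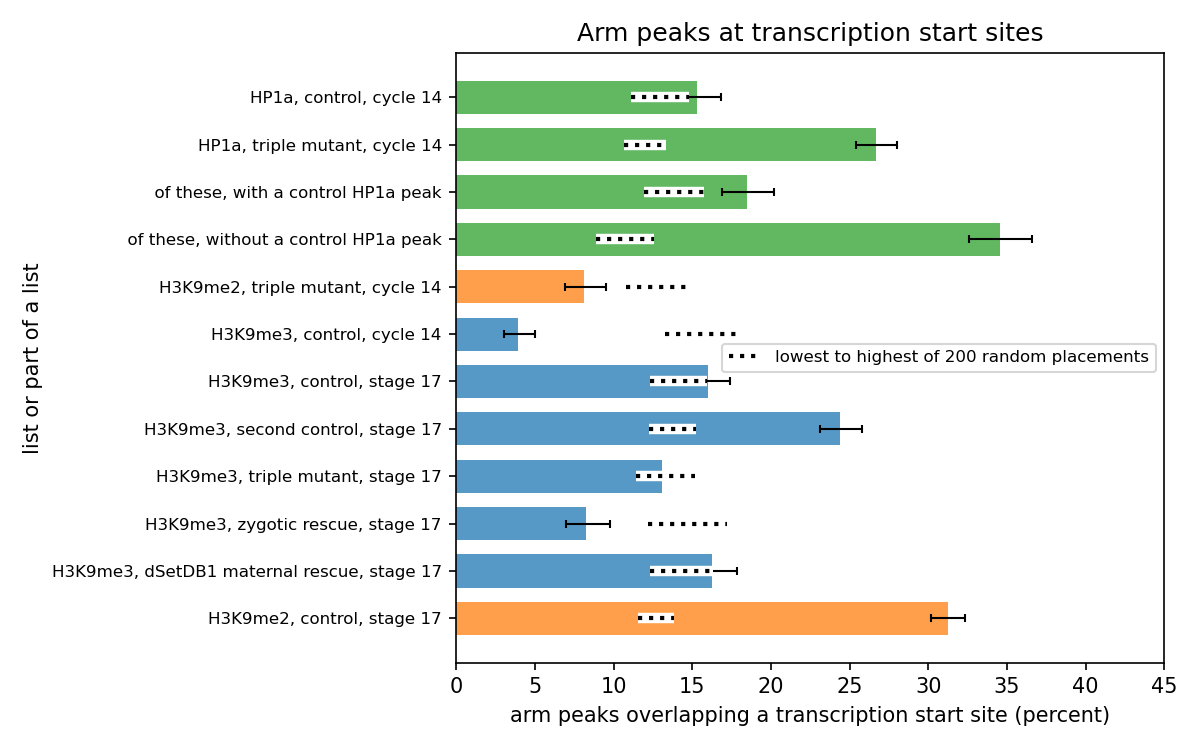
Share of the peaks on the chromosome arms that overlap a transcription start site, in percent, for HP1a, H3K9me2 and H3K9me3 lists and parts of lists, with 95% Wilson intervals (thin lines) and the lowest to highest share of 200 random placements (dotted). The HP1a arm peaks of the triple mutant without a control HP1a peak reach 34.6%, and the control H3K9me3 arm peaks of cycle 14 reach 3.89%.

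The 5 mutant HP1a arm peaks of highest fold without a control HP1a peak or a control H3K9me3 peak were picked from 2065 such peaks. They were at 3R 7037218 to 7037928 (fold 4.29, over an exon of lncRNA:CR44933), 3L 18854391 to 18854874 (fold 3.89, over exons of lncRNA:CR45387 and lncRNA:CR45388), 2L 6078743 to 6079267 (fold 3.87, over an exon of lncRNA:CR9162), 3R 29764157 to 29764747 (fold 3.85, between genes, 1247 bp from kay) and 2R 19941466 to 19941831 (fold 3.78, between genes, 2431 bp from CG42690). No start site of a protein-coding gene lay within 250 bp of any of these 5, and the 3L, 2L and 2R peaks overlapped an H3 peak of cycle 14.

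At stage 17 the question was whether regions marked in the control carry H3K9me3 in the triple mutant and in the rescues. The control list held 6148 peaks over 6.34 Mb and the second control experiment 6833 peaks over 6.38 Mb, and 82.1% (81.1 to 83.0) of the control peaks were found again in the second experiment (random 18.1%). The triple mutant list held 4849 peaks, the zygotic rescue 4309 and the maternal rescue 4966, with background levels of 4.81, 6.39 and 5.62 against 8.83 in the control. Of the control peaks, 59.7% (58.5 to 60.9) were found in the triple mutant, 60.6% (59.4 to 61.8) in the zygotic rescue and 59.6% (58.4 to 60.9) in the maternal rescue. These shares lie below that of the second control experiment and differ from one another by no more than their intervals. Samples of the control, the triple mutant and the zygotic rescue come from 1 experiment and those of the maternal rescue from another. The share in the zygotic rescue was moved most by equal list sizes, to 70.9%, and those in the triple mutant and the maternal rescue by requiring 50% of the peak to be covered, to 49.0% and 50.7%.

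By compartment the lists differed. In the pericentromere 64.6% (62.9 to 66.3) of the control peaks were found in the triple mutant, 75.7% (74.2 to 77.2) in the zygotic rescue, 63.9% (62.2 to 65.6) in the maternal rescue and 79.4% (77.9 to 80.8) in the second control experiment. On the chromosome arms the shares were 53.3% (51.5 to 55.1), 44.2% (42.4 to 46.0), 54.4% (52.6 to 56.2) and 85.6% (84.2 to 86.8). The zygotic rescue thus held more of the pericentromeric and fewer of the arm peaks than the triple mutant and the maternal rescue, by more than the counting error. Random placements reached 26.1%, 29.0%, 26.5% and 28.7% in the pericentromere, but 3.48%, 2.76%, 4.03% and 6.57% on the arms. With them taken off (the observed minus the random share, over 100% minus the random share, chosen after seeing the data), the pericentromere and the arms were at 52.1% and 51.6% in the triple mutant, 65.8% and 42.6% in the zygotic rescue, 50.9% and 52.5% in the maternal rescue, and 71.1% and 84.6% in the second control experiment. Its background level was the highest of the 3. How far such shares vary between experiments of 1 rescue is unknown.

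**Figure D4:**
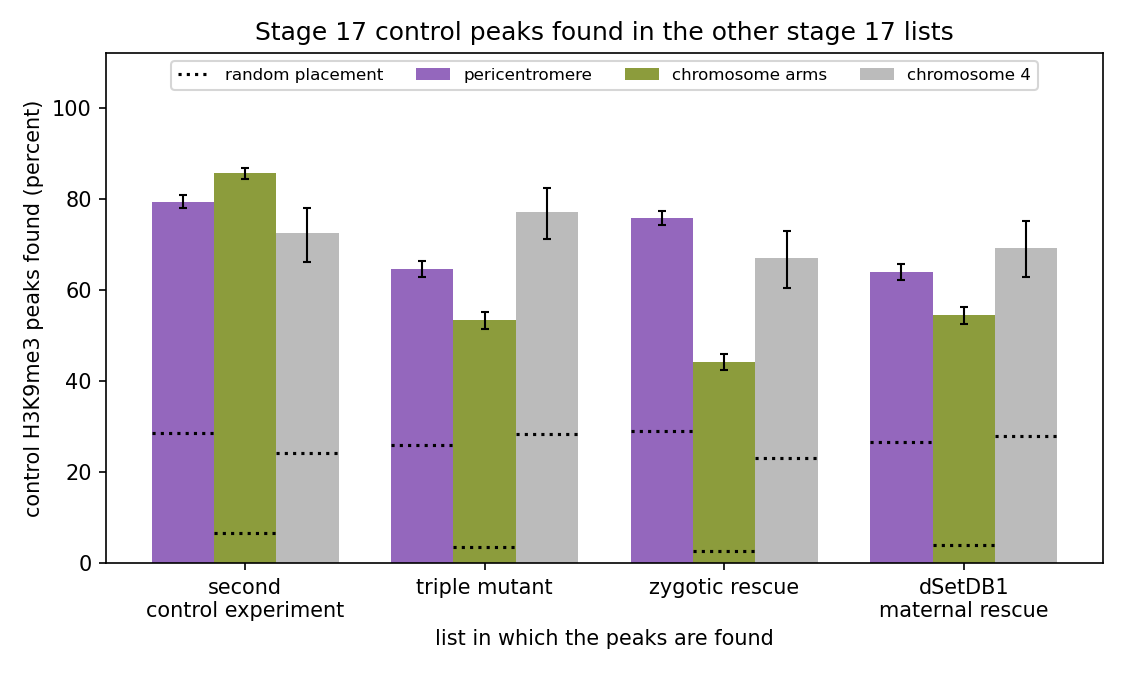
Share of the control H3K9me3 peaks of stage 17 found in the second control experiment, the triple mutant and the rescues, in percent, for the pericentromere, the chromosome arms and chromosome 4, with 95% Wilson intervals and the mean of 200 random placements (dotted). On the arms the shares are 85.6%, 53.3%, 44.2% and 54.4%, and in the pericentromere 79.4%, 64.6%, 75.7% and 63.9%.

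Of the control peaks of stage 17, 2734 (44.5%, 43.2 to 45.7) overlapped no control peak of cycle 14. With the second control experiment in place of the control, the share was 52.5%. On the arms 61.4% of the control peaks were late in this sense, and in the pericentromere 26.1%. The late arm peaks overlapped a start site in 23.4% (21.5 to 25.4) of cases (random 12.9%), and the arm peaks also present at cycle 14 in 4.31% (3.27 to 5.67). Among all arm peaks the share at start sites was 16.03% (14.7 to 17.4) in the control and 24.4% (23.1 to 25.8) in the second control experiment, a difference beyond the counting error between experiments of 1 condition. It was 13.1% (11.7 to 14.6) in the triple mutant, 8.25% (6.96 to 9.74) in the zygotic rescue and 16.2% (14.8 to 17.8) in the maternal rescue. Control H3K9me2 arm peaks of stage 17 overlapped a start site in 31.2% (30.2 to 32.3) of cases.

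Peaks of the control found again in the second control experiment numbered 5045. Of these, 2570 were found in the triple mutant and in both rescues, and 1105 in none of the 3. Among those on the arms and absent at cycle 14 (1516 peaks), 37.1% were found in the triple mutant, 21.2% in the zygotic rescue and 38.5% in the maternal rescue. Among the late peaks in the pericentromere (470 peaks) the shares were 45.5%, 58.1% and 43.4%. Random placements reached 3.27%, 2.58% and 3.78% for the late arm peaks, but 22.8%, 25.6% and 23.2% for those in the pericentromere. With them taken off as above, the late arm peaks were at 34.9%, 19.1% and 36.1%. Those in the pericentromere were at 29.4%, 43.7% and 26.3%. Among the peaks also present at cycle 14 the observed shares were 85.0%, 86.0% and 84.9% on the arms (956 peaks) and 78.0%, 89.6% and 77.9% in the pericentromere (1947 peaks). The shares thus differed more with presence at cycle 14 than with compartment in the triple mutant and the maternal rescue, with no matching of peaks by width. The lower share of arm peaks in the zygotic rescue was seen among the late peaks. The 5 widest late arm peaks of this set were at 3R 17882298 to 17885835 (over coding exons of Rim), 3R 6026478 to 6029550 (over CtsL3), 2L 8674868 to 8677692 (over CG9287 and Glt), 3L 17859470 to 17862259 (over CG34002) and 2L 19021373 to 19024149 (over CG15172 and lncRNA:CR43700). Their folds were 1.99, 2.39, 2.82, 2.00 and 2.35. The Rim, Glt, CG34002 and CG15172 regions overlapped H3K9me3 peaks of the triple mutant, while the CtsL3 region overlapped none in the triple mutant or the rescues.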

Values the study reported

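The study reported H3K9me3 on around 230 transposable elements in embryos before cycle 9, and a gain of the mark on around 790 elements over the following cycles up to cycle 13.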

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

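Thinning the deeper list and counting it by its expected number of peaks were the alternatives chosen after seeing the data. Of 161 values of the main comparisons under the alternatives, 79 stayed within 1.5 times (ratios) or within the counting interval (shares), 78 moved outside it and 4 crossed 1. The only ratios that crossed 1 were those of the control H3K9me2 peak numbers when the deeper list was brought to the depth of the other. Cycle 14 over before cycle 9 went from 5.09 to 0.384 when thinned and to 0.618 by the expected number, and cycle 9-13 over before cycle 9 from 2.71 to 0.780 and to 0.868. By construction the deeper list becomes smaller, and the thinned list falls short of the expected number at low depth. The expected number in turn was 0.720 to 0.832 times that of the less deep list when the same peaks were simulated at different depths, so a value below 1 does not show a fall. The expected number moved the H3K9me3 ratios to 1.79 (cycle 14) and 1.80 (cycle 9-13). Thinning moved the H3K9me3 ratios to 1.13 (cycle 14) and 1.79 (cycle 9-13), and the covered lengths of triple mutant over control to 0.361 (H3K9me3, cycle 14), 0.524 (H3K9me2, before cycle 9), 0.562 (cycle 9-13) and 0.741 (cycle 14). It gave no value for H3K9me3 before cycle 9 in mutant and control, where both levels are upper limits.

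With a −log10 q of at least 3, the H3K9me3 ratio of cycle 14 over before cycle 9 was 29.9, and the covered length of triple mutant over control was 0.236 before cycle 9 and 0.0234 at cycle 14. This filter, like that on width below, applied to both lists of an overlap, which can lower the shares found by leaving fewer peaks to meet. The shares of control cycle 14 H3K9me3 peaks became 37.6% with control HP1a, 26.8% with mutant HP1a and 67.1% with H3K9me2. Mutant HP1a peaks without a control peak made up 49.4%, and early H3K9me3 peaks also at cycle 14 made up 88.7%. The 26.2% of strong mutant HP1a arm peaks without a control peak, given in the Results, was counted against the unfiltered control list. At stage 17 the control peaks were found in 66.6% (second control), 53.0% (triple mutant), 58.8% (zygotic rescue) and 57.4% (maternal rescue) of cases, and H3 peaks with H3K9me3 made up 33.5%. The pericentromere held 77.5% of the peaks before cycle 9 and 63.4% at cycle 14, and masked bases made up 88.2% and 43.9%. The cause was not tested.

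With peaks within 1 kb merged, the cycle 14 shares became 62.6% (control HP1a), 53.3% (mutant HP1a), 81.7% (H3K9me2) and 45.3% (H3 peaks with H3K9me3), and the stage 17 shares 85.2% (second control), 61.4% (triple mutant) and 61.1% (maternal rescue). With peaks of at least 500 bp, the H3K9me3 ratio of cycle 14 over before cycle 9 was 27.6, and the cycle 14 shares were 48.9% (control HP1a), 39.0% (mutant HP1a), 74.7% (H3K9me2), 45.8% (mutant HP1a without a control peak) and 85.7% (H3 peaks with H3K9me3). The stage 17 shares were 80.4% (second control), 56.8% (triple mutant) and 49.1% (H3 peaks), and masked bases before cycle 9 made up 85.3%. The cause was not tested.

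Requiring 50% of the peak to be covered is stricter by construction. It gave 42.7% (control HP1a), 32.5% (mutant HP1a), 70.5% (H3K9me2), 51.6% (mutant HP1a without a control peak) and, for stage 17, 51.6% without a cycle 14 peak, 75.3% (second control), 49.0% (triple mutant), 54.1% (zygotic rescue) and 50.7% (maternal rescue). Equal list sizes moved all 12 shares: 56.4% (control HP1a), 37.4% (mutant HP1a), 71.1% (H3K9me2), 37.1% (mutant HP1a without a control peak), 40.4% (early peaks at cycle 14), 36.1% (stage 17 without a cycle 14 peak), 76.8% (second control), 67.0% (triple mutant), 70.9% (zygotic rescue), 65.6% (maternal rescue), and 43.8% and 32.3% (H3 peaks at cycle 14 and stage 17). For the early peaks the drop follows from leaving 245 peaks in the cycle 14 list.

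With the covered length in place of the peak number, the H3K9me3 ratio of cycle 14 over before cycle 9 was 33.6, and with the peak number in place of the length, triple mutant over control at cycle 14 was 0.104. Borders 1 Mb towards the arm put 73.9% (before cycle 9) and 70.5% (cycle 14) of the H3K9me3 peaks in the pericentromere, and borders 1 Mb towards the centromere put 56.7% and 51.5% there, as a wider or narrower region must. With chromosome 4 included, the share at cycle 14 was 67.8%. Annotated transposable elements in place of masked bases gave 38.4% before cycle 9 and 43.6% at cycle 14. The HP1a ratios stayed within 1.5 times of their values under every alternative run on them.

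With the second control experiment at stage 17, the share without a cycle 14 peak was 52.5%, the overlap of both control experiments 76.1%, the shares found in the triple mutant, the zygotic rescue and the maternal rescue 51.5%, 51.5% and 52.9%, and the share of H3 peaks 39.4%. The cause was not tested. Among the pericentromere and repeat shares of the remaining lists, 102 of 200 values moved, 65 to higher and 37 to lower shares.

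No paired analysis was possible because each group has only 1 list of pooled samples and the results come from no test. Leaving out each replicate in turn was not run for the same reason. Restricting the lists to the 6 chromosome arms changed nothing, as 0 peaks lie elsewhere. Depth limits the comparisons before cycle 9 most, where 3 of the 4 lists have a background level that is only an upper limit.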

Other observations

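The tests chosen after the result was seen were those of which expected peaks the other list holds, of the number of peaks against that between the control experiments, of the depth of the HP1a lists, of start sites under triple mutant H3K9me2 peaks, of triple mutant HP1a peaks at start sites in that list, of control HP1a arm peaks without a triple mutant peak, of stage 17 peaks matched by −log10 p and with chance overlap taken off, of these peaks by presence at cycle 14, and of the share at start sites in the control experiments. The background levels were known before all tests, and the drawing of reads was devised with them known.

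Triple mutant lists of both methylation marks held fewer peaks than the control lists, and control lists before cycle 14 fewer than those of cycle 14, and in each of these comparisons the smaller list also had the lower background level or both levels were upper limits. When reads of the deeper list were drawn at the depth of the other, the number of peaks obtained, divided by the number in the other list, was 1.03 for triple mutant H3K9me3 at cycle 14 and 0.869 at stage 17. For triple mutant H3K9me2 it was 1.28 before cycle 9, 0.935 at cycle 9-13 and 0.695 at cycle 14. For the control stages against cycle 14 it was 1.25 for H3K9me3 at cycle 9-13, and 0.618 before cycle 9 and 0.947 at cycle 9-13 for H3K9me2. The peaks of the less deep list overlapped the deeper list in 66.6% to 96.3% of cases in these comparisons. For the control experiments of stage 17 this share was 76.1%, but there the less deep list was the larger one. The smaller list of that pair overlapped the larger in 82.1% of cases. Between the control experiments of stage 17, of 1 condition, the ratio was 0.742. Between lists simulated from the same peaks it was 0.720 to 0.832, so the value for no change may lie below 1. That value is not fixed for these comparisons. The simulated lists were called at a set p in place of a q, and the control experiments differed in depth only 1.14 times. Relative to 0.742, the ratios for triple mutant H3K9me2 before cycle 9 (1.28) and control H3K9me3 at cycle 9-13 (1.25) are 1.72 and 1.68 times as high, so depth and a lower number of marked regions cannot be told apart there, as 1 pair of experiments gives no spread. In the remaining comparisons named so far the ratio is at most 1.39 times that of the control experiments, and the lower depth may account for the lower number of peaks. The level of the smaller list is an upper limit for triple mutant H3K9me2 before cycle 9 and for triple mutant H3K9me3 at cycle 14. For the latter, assumed levels of 1, 0.5 and 0.2 gave 653.8, 322.9 and 130.5 peaks against 467, so the ratio of 1.03 depends on that level. For triple mutant H3K9me3 at cycle 9-13 the ratio was 3.07 and for control H3K9me3 before cycle 9 it was 1.79. The background level of the smaller list is an upper limit in both, so the lists cannot tell depth and loss of the mark apart there. The same holds for triple mutant H3K9me3 before cycle 9, where both levels are upper limits. Of its 36 peaks 80.6% overlapped a control peak, and the list held 11.8% of the control's peaks. The study addressed the loss in the mutant by other means. It reported that H3K9me3 staining disappeared in mutant embryos after a few divisions of the nuclei. It also reported spike-in scaled H3K9me3 signal as absent in the mutant.

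Depth alone leaves open which peaks are missing. The second control experiment of stage 17 held 87.1% of the peaks expected at its depth, where the draws gave 91.3%. The triple mutant at stage 17 held 69.8% where the draws gave 87.3%, triple mutant H3K9me2 at cycle 14 held 59.0% where they gave 78.9%, control H3K9me3 at cycle 9-13 held 47.1% of the expected cycle 14 peaks where the draws gave 74.7%, and control H3K9me2 at cycle 9-13 held 62.6% where they gave 81.2%. In these 4 comparisons the shortfall was beyond the counting error and more than 10 percentage points larger than between the control experiments, which argues against depth as the whole cause of the missing peaks. A change of the marked regions with genotype or stage stays open as a hypothesis, as does variation between experiments larger than that of the 1 available pair. Control H3K9me2 before cycle 9 held 66.0% where the draws gave 66.8%, so its missing peaks may be explained by depth. In the remaining comparisons depth and a loss of regions cannot be told apart. Triple mutant H3K9me2 at cycle 9-13 held 59.7% where the draws gave 74.6%, too near the margin to decide. Triple mutant H3K9me3 held 24.8% at cycle 9-13 where the draws gave 82.8% and 51.3% at cycle 14 where they gave 70.3%. Triple mutant H3K9me2 before cycle 9 held 46.5% where the draws gave 77.3%, and control H3K9me3 before cycle 9 held 37.0% where they gave 70.8%. These 4 shortfalls are large, but the levels of the smaller lists are upper limits, so the shares given by the draws may be too high. What made a library shallow is not in the lists: the amount of the mark, the number of nuclei and the sequencing effort all enter, and spike-in scaled signals were not used here.

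HP1a peaks on the chromosome arms seen only in the triple mutant are not explained by depth, as the background level of the mutant list was 1.02 times that of the control. Cutting in open chromatin with any antibody in the mutant is argued against as the whole cause by the H3K9me2 list of the mutant at cycle 14, of similar depth (4.32). Of the 750 HP1a arm peaks at start sites seen only in the mutant, 5.47% (4.06 to 7.33) overlapped a peak of that list, against 2.10% at random placement and 28.9% of the 384 shared with the control. Its arm peaks as a whole lay at start sites 0.636 times as often as random placements. Its arm peaks without a control H3K9me2 peak did so 1.25 times as often, so such cutting stays open for a part. Cutting in open chromatin at promoters that is specific to the HP1a samples stays open, since the peaks seen only in the mutant lay at start sites 3.27 times as often as random placements, and so does binding of HP1a to promoters in the mutant, which the lists do not separate from it. Peaks close to the calling threshold do not account for the excess of arm peaks seen only in the mutant: at like depth 15.4% of the control arm peaks had no mutant peak, against 51.1% of the mutant arm peaks without a control peak, and among peaks with a −log10 q of at least 3 the shares were 3.93% and 26.2%. For single peaks seen only in the mutant, the threshold and a gain cannot be told apart, since the 26.2% (23.9 to 28.6) of strong arm peaks without a control peak is not clearly above 50% of the share of all arm peaks. Variation between HP1a experiments was not tested. A biological gain of HP1a at promoters when H3K9 methylation is depleted remains a hypothesis, tested on the data in which it was found.

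The triple mutant H3K9me2 peaks of cycle 14 overlapped a control H3K9me2 peak in 66.6% of cases, and these may be remains of the mark at its usual sites. Of the 1750 arm peaks, 820 had no control peak. They lay at start sites in 13.4% of cases, 1.25 times the share of random placements and within their range (8.17% to 13.8%), but more often than the arm peaks with a control peak (3.44%). For the peaks without a control peak, open promoters and remains of the mark cannot be told apart. Whether the triple mutant H3K9me3 peaks of cycle 14 reflect regions that attract signal with any antibody cannot be told apart from remaining mark. Of these peaks 43.9% overlapped an H3 peak, more than the 23.5% of all control H3K9me3 peaks but fewer than the 58.9% (53.4 to 64.1) of the 316 control peaks expected at that depth, and the reach of the H3 list limits the test. Labels of control samples name the triple mutant lists of cycle 14, as stated above. Control reads pooled in them therefore cannot be ruled out as a source of mutant peaks at control sites.

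Control H3K9me3 peaks of stage 17 were found less often in the triple mutant on the arms than in the pericentromere. Among the peaks expected at the mutant's depth the shares differed by 11.7 percentage points, with a lower limit of 8.88, too near the margin of 10 to decide on weaker peaks on the arms. Within groups of like −log10 p the difference was 9.39 percentage points (7.23 to 11.7). The median fold was 2.13 on the arms and 1.83 in the pericentromere, and the second control experiment held more of the arm peaks, by 7.89 percentage points (5.88 to 9.86) within such groups. These values argue against weaker peaks on the arms as the whole cause. Chance overlap where peaks lie densely may account for the difference within the triple mutant, as 0.477 percentage points were left with the share of random placements taken off. Measured this way, the fall from the second control experiment to the triple mutant was from 84.6% to 51.6% on the arms and from 71.1% to 52.1% in the pericentromere. A slower return of the mark on the arms as a whole is argued against: among the peaks found in both control experiments and also at cycle 14, the triple mutant held 85.0% (82.6 to 87.2) on the arms and 78.0% (76.1 to 79.8) in the pericentromere. Among the late peaks it held 37.1% and 45.5%, but with the share of random placements taken off the arms were higher by 5.51 percentage points, so chance overlap may account for that difference too. Among all control arm peaks, the late ones were narrower than those also at cycle 14 (median 655 bp against 998 bp). They were also less repeat-masked (20.7% against 50.2%), with a like median fold (2.11 and 2.15). The shares were not matched for width or repeats. What causes the difference between late peaks and those also at cycle 14 stays open, and so does variation between experiments. Whether the late arm peaks of the control come in part from cutting in open chromatin is not settled by the lists. Start sites under them carried a triple mutant HP1a peak of cycle 14 2.78 times as often as all arm start sites. Those HP1a peaks may themselves be binding of HP1a, and they come from another antibody, genotype and stage. A difference between experiments also enters, as 24.4% of the arm peaks of the second control experiment lay at start sites against 16.03% in the control. Late marking of genes on the arms, which the design names through the stages, stays open and untested.

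The number of transposable elements with an H3K9me3 peak before cycle 9 was 108. That is lower than the value quoted from the study above. The annotation of elements used here holds fewer elements than the study's, so numbers of elements are not on 1 scale. The 108 are 1.86% of the elements here. Set against the total number of repeats that the study gives, its value is a smaller share, so the direction is reversed for shares. The number of elements with their earliest peak at cycle 9-13 was 296, in lists of unequal depth. That is lower than the value quoted from the study above, and as a share of the elements the direction is again reversed.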
